# RNA sequencing data of human prostate cancer cells treated with androgens

**DOI:** 10.1016/j.dib.2019.104372

**Published:** 2019-08-09

**Authors:** Raghavendra Tejo Karthik Poluri, Charles Joly Beauparlant, Arnaud Droit, Étienne Audet-Walsh

**Keywords:** Steroid, Nuclear receptor, Hormone receptor, Metabolism, Metabolic reprogramming, Castration-resistance, Mitochondria, Glycolysis, Fatty acid metabolism

## Abstract

Prostate cancer (PCa) is the most frequent cancer in North American men and PCa cells rely on the androgen receptor (AR) for growth and survival. To understand the effect of AR in cancer cells, we have treated LNCaP and LAPC4 cells, two immortalized human PCa cells *in vitro*, with the synthetic androgen R1881 and then performed RNA-seq analyses. High quality sequencing data have been analyzed using our bioinformatic pipeline which consists of FastQC for quality controls, Trimmomatic for trimming, and Kallisto for pseudoalignment to the transcriptome. Differentially expressed genes were identified using DESeq2 after adjustment for false-discovery rate (FDR *q* values < 0.05) and Relative Log Expression (RLE) normalization. Gene Set Enrichment Analysis (GSEA) was also performed to identify biological pathways significantly modulated by androgens. GSEA analyses identified the androgen signaling pathway, as well as several metabolic pathways, as significantly enriched following androgen stimulation. These analyses highlight the most significant metabolic pathways up-regulated following AR activation. Raw and processed RNA-seq data were deposited and made publicly available on the Gene Expression Omnibus (GEO; GSE128749). These data have been incorporated in a recent article describing the functions of AR as a master regulator of PCa cell metabolism. For more details about interpretation of these results, please refer to “Functional genomics studies reveal the androgen receptor as a master regulator of cellular energy metabolism in prostate cancer” by Gonthier et al. (doi: 10.1016/j.jsbmb.2019.04.016).

**Table:** Specifications Table

Subject area	Cancer Research, Endocrinology, Androgen receptor
More specific subject area	Prostate Cancer, Molecular Biology, Bioinformatics, Cancer Genomics, Steroid, castration-resistant, androgen
Type of data	*Transcriptomic data*
How data was acquired	RNA-sequencing (125bp paired end sequencing using a HiSeq 2500)
Data format	*Raw and processed RNA-seq data. Raw data (FASTQ) and processed RNA-seq data, including TPM and FPKM values, are fully available.*
Experimental factors	*Cells were treated with* 10nM *of the synthetic androgen R1881 or vehicle (ethanol 96%)*
Experimental features	*Cells were seeded in RPMI 1640 media with no phenol red and containing 5% charcoal-stripped serum for 48h to allow steroid deprivation. Media was then changed, and fresh media with* 10nM *R1881 or vehicle (EtOH 96%) was added. After 24h treatment, cells were harvested and RNA was purified with RNeasy super purification kit from QIAGEN. RNA was then sent to the Genomic Centre of the Centre de recherche du CHU de Québec - Université Laval for mRNA enrichment and RNA-sequencing. Standard protocol of NEBNext Ultra II Directional RNA library prep kit was followed for mRNA enrichment and library preparation.*
Data source location	Quebec City, Quebec, Canada
Data accessibility	Both raw and processed RNA-seq data were deposited on the Gene Expression Omnibus (GEO) and made publicly available (GSE128749). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128749
Related research article	Functional genomics studies reveal the androgen receptor as a master regulator of cellular energy metabolism in prostate cancer by Gonthier et al. (https://doi.org/10.1016/j.jsbmb.2019.04.016)

**Table:** 

**Value of the data** • Bioinformatic analyses of differentially expressed genes and biological pathways regulated by androgens can be studied for a better understanding of the effect of AR in PCa. • Validation in two distinct PCa cell lines allow for the identification of more reproducible results. • These data highlight a new function of AR in PCa as a master regulator of cellular energy metabolism. • These data may allow the discovery of new therapies targeting the unique PCa cell metabolic program.

## 1 Data

The raw data (.fastq files) generated from Illumina sequencing were deposited on the Gene Expression Omnibus (GEO) with the reference number GSE128749 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128749). The comma separated value files (.csv) which have been produced after the quantification and pseudoalignment with the transcriptome hg38 using Kallisto were also uploaded on GEO. These files contain the raw counts, the transcripts per million (TPM) values, and the fragments per kilobase million (FPKM) values for every sample. 

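Each value in the deposited tables joined an estimated count, a TPM value and an FPKM value, and each table listed 164776 transcripts followed by 34912 genes under their Ensembl identifiers. Between 43.1% and 49.6% of the gene counts above 0 in a library were not whole numbers. TPM values summed to 1000000 in each library. The ratio of FPKM to TPM varied 1.71-fold between transcripts of a LNCaP library and 3.45-fold between transcripts of the first LAPC4 vehicle library. FPKM values were therefore not used here. As 27 symbols had become dates, rows were matched by identifier. Genes chosen by name, such as members of gene lists, were looked up by symbol.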

Differentially expressed genes on normalized data were identified using a FDR *q* value < 0.05.

## 2 Experimental design, materials, and methods

### 2.1 Cells

LNCaP and LAPC4, two androgen receptor (AR) positive human PCa cell lines, were initially obtained from the ATCC and re-authentified in 2016 [1]. After resuscitation, the cells were not kept in culture for more than 3 months. Cells were grown in RPMI 1640 supplemented with 10% fetal bovine serum (FBS), streptomycin, penicillin, and sodium pyruvate in 37 °C incubators with 5% CO_2_. Before androgen stimulation, cells were trypsinized and seeded at a 70% confluence in RPMI-1640 media with no phenol-red and supplemental with 5% charcoal-stripped serum (CSS), streptomycin, penicillin, and sodium pyruvate, as described previously [2]. After hormonal deprivation (48h), media was changed and fresh media containing 10nM of the synthetic androgen R1881 or vehicle (EtOH 96%). 24h later, cells were harvested for RNA purification using the RNA purification kit RNeasy plus mini kit from QIAGEN.

### 2.2 Sequencing

Excellent RNA integrity was confirmed using a TapeStation 2200 (Agilent); all samples had an RNA integrity number equivalent (RIN^e^) > 8.5. mRNA enrichment and library preparation were performed using the NEBNext Ultra II Directional RNA library prep kit following the manufacturer's protocol. RNA was then sent to the Genomic Centre of the Centre de recherche du CHU de Québec - Université Laval for sequencing using a HiSeq 2500 (125bp paired-end sequencing).

### 2.3 RNA-seq analysis

After sequencing, raw data were obtained in the fastq format. FastQC [3] was used for validating the quality of the data. Trimming of the adaptor content and over-represented sequences was performed using Trimmomatic [4]. Also note that trimming was performed with the minimal length (MINLEN) set at 36. Quality check using FastQC was performed again on the trimmed sequences (Table 1). For the pseudoalignment of the trimmed sequences to the hg38 transcriptome, the Kallisto tool was used [5]. Final normalization was performed using the Relative Log Expression (RLE) method [6]. We have used the R-package called Tximport to convert the transcript quantifications to gene quantifications [7].

**Table 1:** Number of reads for raw and trimmed sequences of PCa cells treated with androgens.

Cell lines	Treatment	Reads (Raw)	Reads (after trimming)
LNCaP	Control #1	9327182	7694732
	Control #2	11058265	9014786
	Control #3	10258931	8909738
	R1881 #1	7812714	6616969
	R1881 #2	9964804	8508748
	R1881 #3	10496859	8965255
LAPC4	Control #1	8744802	7390781
	Control #2	6528343	5443146
	Control #3	10146342	8641030
	R1881 #1	9384625	7940193
	R1881 #2	11134285	9474978

### 2.4 Differential gene expression and GSEA analysis

To study genes regulated by AR in PCa cells, differential expressed genes were identified using a FDR *q* value < 0.05 with DESeq2 [8]. 

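LNCaP and LAPC4 are PCa cell lines that respond to androgen, and R1881 is a synthetic androgen. The cells were kept for 48 h in 5% charcoal-stripped serum, which is depleted of steroids, and then received 10 nM R1881 or vehicle for 24 h. LNCaP cells gave 3 vehicle and 3 R1881 libraries, and LAPC4 cells gave 3 vehicle and 2 R1881 libraries. The estimated counts summed to 7203111, 8874983 and 8287348 in the LNCaP vehicle libraries and to 6370730, 8329939 and 8726180 in the LNCaP R1881 libraries. In LAPC4 cells, the sums were 7021548, 5367604 and 8146932 with vehicle and 7254151 and 9059361 with R1881. The authors trimmed the reads, pseudoaligned them and summed transcripts to genes before deposition. From there, the estimated count of each gene was rounded to a whole number, and R1881 was compared with vehicle in each cell line apart with limma's voom method, RLE factors (relative to library size, 1.09 in each LNCaP vehicle library, between 0.909 and 0.919 with R1881, and between 0.991 and 1.01 in LAPC4 libraries) and Benjamini-Hochberg adjustment. A gene was tested where the equivalent of at least 10 counts in a library of median size was reached in as many libraries as the smaller group holds, with at least 15 counts in all. This left 12999 genes in LNCaP cells and 12508 genes in LAPC4 cells. A two-sided exact permutation test of a single gene cannot go below p = 0.1 with 3 libraries against 3 or with 3 against 2. The calls therefore rest on the spread that limma shares between genes.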

Overall, 1868 and 716 genes were up-regulated in LNCaP and LAPC4 cells and 2294 and 847 genes were significantly down-regulated in LNCaP and LAPC4 cells, respectively (Fig. 1A). Of these, 321 common genes were up-regulated while 314 common genes were down-regulated in both cell lines (Fig. 1B). 

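At an adjusted p under 0.05 from limma's voom method, 4070 genes were up-regulated and 3953 down-regulated in LNCaP cells, and 3061 genes were up-regulated and 2836 down-regulated in LAPC4 cells. The R1881 and vehicle libraries did not overlap at 67.3% of the genes tested in LNCaP cells and 63.8% in LAPC4 cells, where chance gives 10% and 20%. With each library left out in turn, between 3654 and 4070 genes were up-regulated and between 3171 and 3980 down-regulated in LNCaP cells. With each LAPC4 vehicle library left out, the counts were between 2518 and 3018 and between 2420 and 2846. The counts moved most under an added threshold on the log2 fold change of 1.5, chosen after the counts were seen, with 489 and 705 genes in LNCaP cells and 166 and 260 in LAPC4 cells. In LAPC4 cells, the log2 fold change fell with the GC content of the transcripts (Spearman's rho across genes, which are not independent replicates, -0.476, against -0.0685 in LNCaP cells), and with each library's GC trend removed, a step also chosen after the counts were seen, 5130 genes were called, 3831 of them shared with the 5897 called without this step.
The largest rise in LNCaP cells among genes with a mean log2 CPM over 3 was that of STEAP4 (ENSG00000127954, chromosome 7 of GRCh38, 88270892 to 88306894), from 1.89 ± 1.81 to 324 ± 21.6 normalized CPM (counts scaled by library size and RLE factor; SD, n = 3 in each group), a log2 fold change of 7.85 (standard error 0.42, adjusted p = 5.32e-08). Vehicle library 1 held 31 counts of STEAP4, against 10 and 6 in libraries 2 and 3. Leaving out vehicle library 3 gave STEAP4 a log2 fold change of 7.37, the lowest, and leaving out vehicle library 1 gave 8.51, the highest. Exons of STEAP4 overlap another gene on the other strand over 6.95% of their length. CHRNA2 followed at 6.88 (adjusted p = 1.04e-08). The lowest were OPRK1 at -5.89, CAMK2N1 at -4.60 and LRRN1 at -4.45, with adjusted p of 4.80e-09, 6.56e-11 and 5.43e-11. In LAPC4 cells, NBL1 (ENSG00000158747, chromosome 1, 19596979 to 19658456) rose from 1.95 ± 1.10 (SD, n = 3) to 254 ± 17.4 (SD, n = 2), a log2 fold change of 7.21 (standard error 0.30, adjusted p = 5.19e-11). Exons of NBL1 overlap those of MICOS10 and MICOS10-NBL1 on the same strand over 18.6% of their length, so its counts are uncertain. UGT2B11, which has close paralogs and overlaps a gene on the other strand over 18.5% of its exon length, had a log2 fold change of 5.08 (adjusted p = 4.15e-10). GLYATL2 at -3.93, B3GNT6 at -3.93 and UMODL1 at -3.91 were the lowest in LAPC4 cells, with adjusted p of 4.90e-11, 2.49e-07 and 4.42e-08, and UMODL1 overlaps UMODL1-AS1 on the other strand over 3.86% of its exon length.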

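Of the 11620 genes tested in both cell lines, 1600 were up-regulated in both, against 983 by chance (one-sided Fisher's exact test, p = 1.05e-164), and 1191 were down-regulated in both, against 719 by chance (p = 3.66e-115, same exact test). Genes are not independent replicates. Another 967 genes were called in opposite directions, against 1681.5 by chance, with 438 up-regulated in LNCaP cells and down-regulated in LAPC4 cells and 529 the other way. The 438 and 529 became 84 and 327 on log2(TPM + 1), and 436 and 520 under TMM factors. By library size alone, chosen after the counts were seen, they were 234 and 919. Across the 11620 genes, the log2 fold changes of the cell lines had a Pearson's r of 0.410, and 61.8% of the genes had the same sign. With each LNCaP library and each LAPC4 vehicle library left out in turn, the common genes came to between 1367 and 1630 and between 993 and 1190. A test of the difference itself, the interaction of cell line and treatment in a limma fit of all 4 groups, called 5587 of 14268 genes, of which 2802 had a higher log2 fold change in LAPC4 cells and 2785 a lower one. The split was 3035 and 2494 under TMM factors, and 2455 and 3282 with the GC trend removed.

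**Figure D1:**
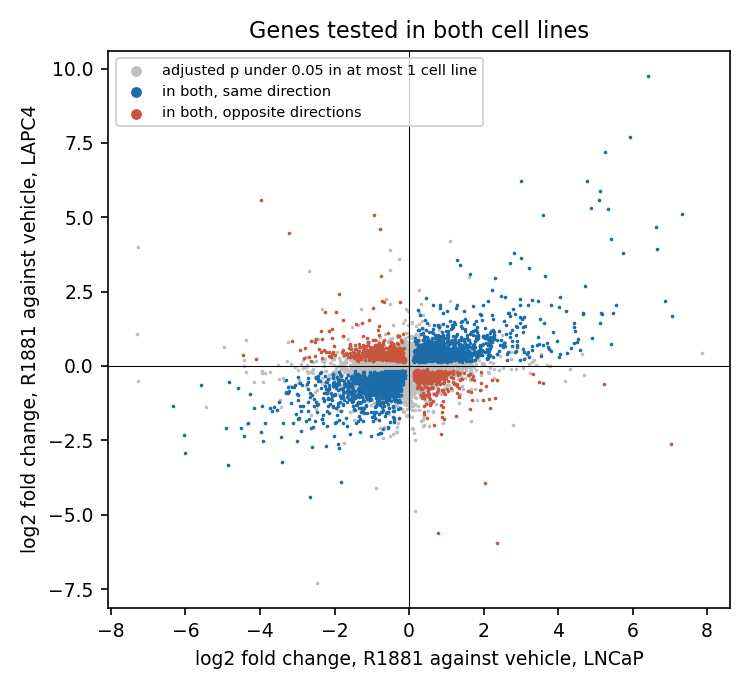
Log2 fold change of R1881 against vehicle in LNCaP cells (x axis) and LAPC4 cells (y axis), with 1 point for each of the 11620 genes tested in both. Blue points are genes called in both cell lines in the same direction, red points the 967 called in opposite directions, and grey points the others.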

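Gene set enrichment analysis (GSEA) asks whether the members of a list gather at one end of a ranking of genes. For the pathways of the paper, published gene set collections were not used, and 6 lists written for this purpose took their place: androgen response (100 genes), cholesterol (26), glycolysis (25), hypoxia (39), fatty acid (42) and OXPHOS, oxidative phosphorylation (77). Genes were ranked by the signal-to-noise ratio of the deposited TPM values, the difference of the group means over the sum of the group SDs, with each SD at least 0.2 of its mean. The ranking held 21952 genes in LNCaP cells and 20278 in LAPC4 cells. The normalized enrichment score (NES) and its p came from 10000 random lists of the same size, with Benjamini-Hochberg adjustment over the 12 tests, so the p compares genes and not libraries. The median log2 fold change of all genes was -0.20 in LNCaP cells and 0.05 in LAPC4 cells on the scale of log2(TPM + 1), against -0.01 and -0.00327 for the RLE-normalized counts.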

GSEA analyses [9] were also performed using TPM values to identify the most significantly up-regulated pathways following activation of AR in these human PCa cells. 

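The androgen target genes KLK3, KLK2, TMPRSS2 and FKBP5 were examined first, as a check of the labels. KLK3 (ENSG00000142515, chromosome 19 of GRCh38, 50854915 to 50860764), which encodes prostate-specific antigen, rose from 122 ± 23.4 to 4143 ± 103.8 normalized CPM in LNCaP cells (SD, n = 3 in each group; log2 fold change 5.10, standard error 0.09, adjusted p = 1.84e-11 from limma). In LAPC4 cells KLK3 rose from 2.52 ± 1.41 (SD, n = 3) to 115 ± 0.323 (SD, n = 2), a log2 fold change of 5.57 (standard error 0.27, adjusted p = 3.05e-10). KLK2, a paralog of KLK3 with which reads could be shared, had log2 fold changes of 6.62 and 4.67 in LNCaP and LAPC4 cells. FKBP5 had log2 fold changes of 5.75 and 3.79 and TMPRSS2 of 4.45 and 1.16, with adjusted p of at most 7.39e-10 for each of the 3 genes. Exons of TMPRSS2 overlap MX1 on the other strand over 8.53% of their length. The R1881 and vehicle libraries did not overlap at any of the 4 genes in either cell line.
In the androgen response list, 94 of 100 genes were up-regulated and 2 down-regulated in LNCaP cells over all genes tested, and 94 and 3 when adjusted over the list alone. In LAPC4 cells, 75 of 98 were up-regulated and 10 down-regulated, and 76 and 10 when adjusted over the list alone. The median log2 fold change of the list was 2.08 in LNCaP cells and 0.47 in LAPC4 cells. The list had a NES of 3.88 in LNCaP cells (permutation of lists, adjusted p = 0.00102) and of 2.95 in LAPC4 cells (adjusted p = 0.000592), each from the smallest p the random lists can give. With each library left out in turn, the NES lay between 3.81 and 4.01 in LNCaP cells and, for the vehicle libraries, between 2.91 and 2.97 in LAPC4 cells. It moved most with genes ranked by limma's statistic after removal of each library's GC trend, a step chosen after the counts were seen, to 2.77 in LNCaP cells. Under camera with a preset correlation of 0.01, the adjusted p was 9.61e-33 in LNCaP cells and 1.91e-18 in LAPC4 cells, and both calls held under fry (adjusted p = 7.81e-07 and 0.000199).

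**Figure D2:**
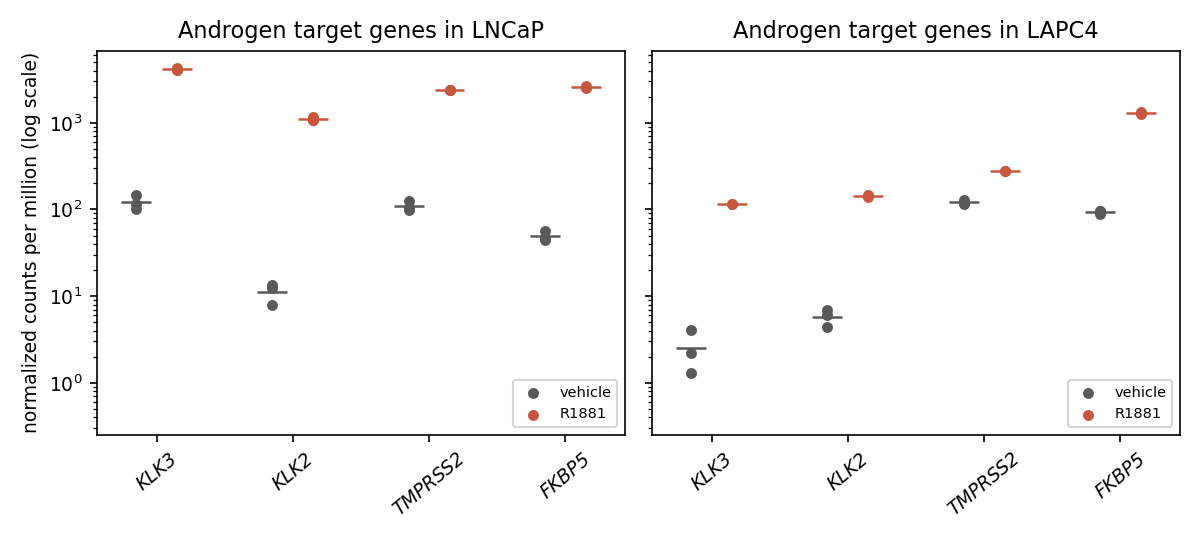
Normalized CPM (log scale) of 4 androgen target genes in each library of LNCaP cells (left) and LAPC4 cells (right). Points are libraries, 3 per group except for 2 LAPC4 R1881 libraries, and lines are group means. Each gene is higher in every R1881 library than in every vehicle library.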

In both cell lines, the androgen signaling pathway was highly enriched following R1881 treatment (Fig. 1C). In addition, several metabolic pathways were also enriched in both LNCaP and LAPC4 cells following AR activation (Fig. 1D).

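The cholesterol list had a NES of 2.84 in LNCaP cells (permutation of lists, adjusted p = 0.000876) and 2.55 in LAPC4 cells (adjusted p = 0.000592). The hypoxia list had a NES of 1.93 (adjusted p = 0.0017) and 2.22 (adjusted p = 0.000592), and the fatty acid list of 1.96 (adjusted p = 0.000876) and 2.18 (adjusted p = 0.000592). The p was the smallest the random lists can give for cholesterol and fatty acid in both cell lines and for hypoxia in LAPC4 cells. These calls held under camera and fry. The glycolysis list had a NES of -0.985 in LNCaP cells (adjusted p = 0.54) and 1.95 in LAPC4 cells (adjusted p = 0.00102), where members in no other list gave 1.25 (adjusted p = 0.238). With genes ranked by limma's statistic, the NES of glycolysis in LNCaP cells was 1.16 (adjusted p = 0.33), and fry gave an adjusted p of 0.00129 for a rise where camera gave 0.481. OXPHOS had a NES of -0.529 in LNCaP cells (adjusted p = 0.999) and 1.64 in LAPC4 cells (adjusted p = 0.00495). Ranked by limma's statistic, OXPHOS had a NES of 0.967 in LNCaP cells, where fry gave an adjusted p of 0.0393, and 1.06 in LAPC4 cells, where neither camera (adjusted p = 0.33) nor fry (adjusted p = 0.153) called it. The difference between the cell lines itself was not called for glycolysis (camera adjusted p = 0.269, fry adjusted p = 0.146) or OXPHOS (0.723 and 0.598). Of the lists' genes, 24 of 25 were up-regulated for cholesterol, 9 of 25 for glycolysis, 21 of 35 for hypoxia, 23 of 41 for fatty acid and 26 of 77 for OXPHOS in LNCaP cells (24, 9, 21, 23 and 24 when adjusted over the list alone), and 1, 6, 6, 13 and 5 were down-regulated by both. On log2(TPM + 1) and by library size alone, tried after these values were seen, 5 and 5 glycolysis genes were up and 10 and 13 down, and 5 and 2 OXPHOS genes up and 26 and 43 down, in LNCaP cells. The median of all genes moved to -0.20 and -0.27, below those of glycolysis (-0.094 and -0.21) and OXPHOS (-0.091 and -0.16). In LAPC4 cells the counts were 22 of 26, 13 of 21, 27 of 36, 23 of 41 and 20 of 77, with 2, 2, 3, 4 and 12 down-regulated. Adjusted over the list alone, 22, 14, 28, 23 and 20 were up and 2, 2, 4, 4 and 11 down. There, 23 OXPHOS genes were up and 2 down on log2(TPM + 1), and 19 and 13 by library size alone. Glycolysis had 13 genes up on either scale, with 0 and 2 down.
HMGCS1, an enzyme of cholesterol synthesis (ENSG00000112972, chromosome 5 of GRCh38, 43287470 to 43313512), rose from 106 ± 8.29 to 427 ± 28.2 normalized CPM in LNCaP cells (SD, n = 3 in each group; log2 fold change 2.02, adjusted p = 1.63e-09 from limma). In LAPC4 cells it rose from 362 ± 29.7 (SD, n = 3) to 719 ± 35 (SD, n = 2), a log2 fold change of 1.00 (adjusted p = 5.92e-09). The log2 fold changes in LNCaP and LAPC4 cells were 1.76 and 0.85 for PFKFB2, 1.45 and 0.63 for HK2, 5.55 and 2.06 for NDRG1, 1.64 and 0.78 for ERO1A, 3.85 and 1.14 for ACSL3, 2.27 and 1.13 for ECI2, 0.61 and 0.58 for NDUFC2 and 0.38 and 0.55 for CYCS, each with an adjusted p of at most 0.000247. Exons of NDUFC2 overlap NDUFC2-KCTD14 on the same strand and THRSP on the other over 21% of their length, those of PFKFB2, NDRG1, ERO1A and ACSL3 overlap other genes over between 2.79% and 7.70%, and 37.7% of the exon length of HMGCS1 and 29.8% of that of ECI2 overlap genes on the other strand, so these counts are uncertain. Under the value of the data, the paper proposes that therapies could be found against the metabolic program of PCa cells.

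**Figure D3:**
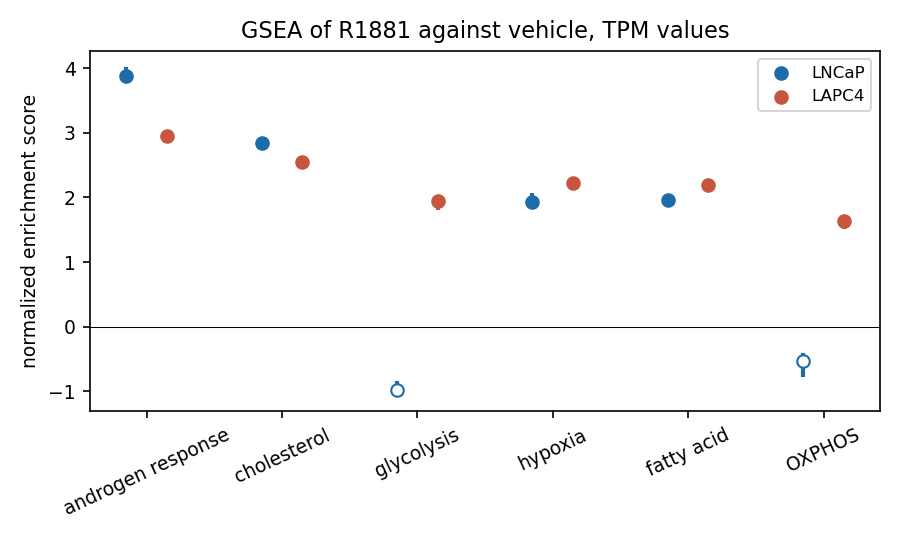
NES of the 6 gene lists in LNCaP cells (blue) and LAPC4 cells (red), R1881 against vehicle. Filled points have an adjusted p under 0.05 and open points do not, and vertical bars span the values with single libraries left out (all in LNCaP cells, vehicle only in LAPC4 cells). Glycolysis and OXPHOS in LNCaP cells are the open points.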

**Fig. 1:**
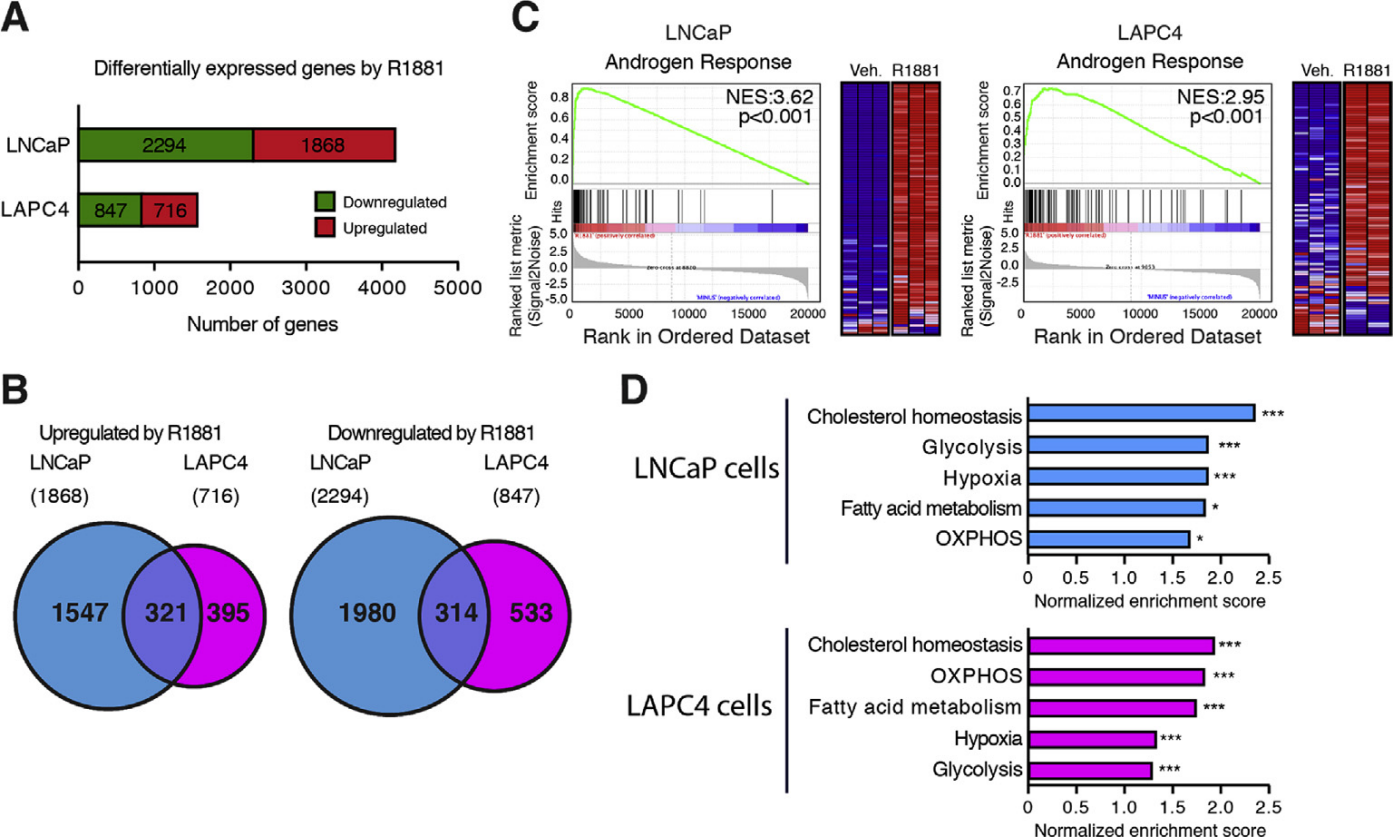
Transcriptomic analyses of the androgen signaling pathway functions in human prostate cancer cells. A) Number of genes significantly up- or down-regulated following treatment with R1881 in LNCaP and LAPC4 cells. A FDR *q* value < 0.05 was used to identify differentially expressed genes. B) Venn diagrams showing the overlap between genes up-regulated (left) and down-regulated (right) by R1881 in LNCaP and LAPC4 cells. C) Gene set enrichment analysis (GSEA) plots for the “Hallmarks - Androgen Response” signature in LNCaP and LAPC4 cells. NES: normalized enrichment score. D) GSEA signatures enrichment scores for significantly enriched metabolic pathways in LNCaP and LAPC4 cells following 24h treated with R1881. OXPHOS: oxidative phosphorylation (mitochondrial respiration) *p < 0.05; **p < 0.01; ***p < 0.001.

## References

[1] Audet-Walsh E. (2017). Androgen-dependent repression of ERRgamma reprograms metabolism in prostate cancer. Cancer Res..

[2] Audet-Walsh E. (2017). Nuclear mTOR acts as a transcriptional integrator of the androgen signaling pathway in prostate cancer. Genes Dev..

[3] Andrews S. (2010). FastQC A Quality Control Tool for High Throughput Sequence Data. https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[4] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[5] Bray N.L. (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[6] Anders S. (2013). Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. Nat. Protoc..

[7] Soneson C., Love M.I., Robinson M.D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000 Res.

[8] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[9] Mootha V.K. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

How the deposited data were processed for this re-analysis (not part of the article)

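RNA of LNCaP and LAPC4 cells, 11 libraries in 4 groups, was sequenced by the authors as paired reads. The authors trimmed the reads with Trimmomatic, pseudoaligned them to the hg38 transcriptome with Kallisto, summed transcripts to genes with tximport and deposited 1 table per cell line. The deposited estimated counts are not normalized, and the deposited TPM values are scaled by the authors to the same total in every library.

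Groups and replicate numbers were taken from the sample labels and the paper. Differential expression was tested in R 4.3.3 with limma 3.58.1, by voom on the estimated counts rounded to whole numbers, with RLE factors, in each cell line apart and without a replicate block, and called at a Benjamini-Hochberg adjusted p under 0.05. The design, gene lists, rule for named genes and first set of alternatives were written before the data were examined. The quasi-likelihood test of edgeR, which the design named, and DESeq2, the authors' tool, were not run, as count tests were kept to tables of counts alone, although the split counts would allow them.

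GSEA was computed in Python 3.11.15 with numpy 2.4.6, with a weight of 1 for the ranking value and 10000 random lists, and camera and fry were taken from limma. The lists were the 6 named after the pathways of the paper and 4 exploratory lists. The exploratory lists covered the S and G2/M phases of the cell cycle (43 and 54 genes), the unfolded protein response (30) and the mitochondrially encoded genes (13). The S and G2/M lists were set in the design as those shipped with the Seurat software, and the others were written from general knowledge. In this order, 11, 5, 10, 11, 4, 0, 0, 0, 1 and 0 of their members are in another list. Adjustment was over 12 tests for the lists of the paper's pathways and 8 for the exploratory lists. A list of 27 keratinocyte markers was written later. Exon positions, strand, GC content and overlaps came from GENCODE release 44 on GRCh38.

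The genes named in the text were set by a rule: usual androgen target genes, the 3 highest and 3 lowest log2 fold changes in each cell line among called genes with a mean log2 CPM over 3 and no overlap between groups, 2 genes per metabolic list with the smallest larger adjusted p of both cell lines, and the 2 highest and 2 lowest interaction effects over that mean. FLG and KRT10 were chosen after their values were seen. Some genes that meet the rule are not reported here.

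On simulated counts with 200 changed genes, 95.9% of those tested were called in the LNCaP design and 87.9% in the LAPC4 design. Of the calls, 6.06% and 3.87% were unchanged genes, and no gene was called where none had changed. The simulated changes were of at least 1 on the log2 scale, as many up as down, with the same spread for all genes and no GC trend. In the data, the median absolute log2 fold change was 0.358 in LNCaP cells and 0.254 in LAPC4 cells, among genes tested in both. The simulated shares therefore do not carry over to the calls reported here. Of 400 simulated lists without a change, 6.75% had a GSEA p under 0.05. The median standard error of a log2 fold change was 0.0934 in LNCaP cells and 0.0982 in LAPC4 cells. Alternatives covered normalization, low-count filters, length-scaled counts, log2(TPM + 1) and log2(TPM + 0.1), a replicate block, single libraries left out and other rankings and set tests. Chosen after the counts were seen were thresholds on fold change, library size alone, library quality weights and removal of each library's GC trend by loess (span 0.3).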

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

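The tests of GC removal and matched depth below were chosen after the results they bear on had been seen, and so were the tests of a difference between cell lines for gene lists and the size at which each test was read as deciding.

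The effect of R1881 differed between LNCaP and LAPC4 cells at 5587 of 14268 genes (interaction test, limma's adjusted p under 0.05), and with the GC trend of each library removed at 5737. More genes were called in LNCaP than in LAPC4 cells, and LAPC4 cells have 1 R1881 library fewer and a lower depth. With only 2 R1881 libraries thinned to the depth of LAPC4 cells, LNCaP cells still gave between 6756 and 7329 calls against 5897 in LAPC4 cells, which argues against library number and depth as the whole cause. A biological difference between the cell lines stays open, as untested.

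The androgen response list rose less in LAPC4 than in LNCaP cells (median interaction log2 fold change -1.25, 80 of 100 genes called lower, camera adjusted p = 3.13e-32, fry adjusted p = 1.13e-08). A higher vehicle level of the list as a whole in LAPC4 cells is argued against as the whole cause. The median difference was 0.172 on the log2 scale, with 56 of 100 genes higher, well short of the median interaction effect. With R1881 the median difference was -1.08. Whether the genes with a higher vehicle level were those that rose less was not tested. Nor was it tested whether the choice of genes, written from general knowledge, favours LNCaP cells. A biological difference stays open. The cholesterol list (camera adjusted p = 2.04e-06, fry adjusted p = 1.73e-07) and the unfolded protein list (camera adjusted p = 1.22e-15, fry adjusted p = 8.78e-11) also rose less in LAPC4 cells, with medians of 1.14 and 0.59 for cholesterol and 1.04 and 0.33 for unfolded protein in LNCaP and LAPC4 cells. With the GC trend removed the medians were 1.18 and 0.61, and 1.02 and 0.27.

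The S and G2/M lists fell in LNCaP cells (median log2 fold changes -0.93 and -0.90, NES -2.29 and -2.60) and rose in LAPC4 cells (0.37 and 0.19, NES 2.41 and 2.17), with a camera adjusted p for the difference of 3.87e-19 and 1.35e-20 and a fry adjusted p of 2.61e-07 and 7.64e-07. Both lists have lower GC content (44.7% and 43.1%) than the median tested gene (49.4%). With the GC trend removed, both still had an adjusted p under 0.05 in LAPC4 cells, with a NES of 1.91 for S and 1.54 for G2/M (adjusted p = 0.00108 and 0.0239), against 2.40 and 2.17 in the same ranking without removal, which argues against the trend as the whole cause. The LAPC4 medians for S and G2/M were 0.18 and 0.13 after removal. Then 25 and 18 genes were up-regulated, against 32 and 26 without removal, and 2 and 4 down-regulated, against 1 and 0. The size of the rise thus depends in part on this step. An effect of R1881 on proliferation that differs between the cell lines stays open.

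The mitochondrially encoded list fell in LAPC4 cells, where 13 of 13 genes were down-regulated (median log2 fold change -0.71, NES -2.25), and not in LNCaP cells (-0.02), with a camera adjusted p for the difference of 4.14e-05 and a fry adjusted p of 0.016. The genes took 2.73% or more of the counts in each LAPC4 vehicle library and 1.97% and 1.43% in the R1881 libraries. In LNCaP cells the share also fell, from 1.18% or more to 1.13% or less. There, by library size alone, 11 of 13 genes were down-regulated and the median was -0.27, as was that of all genes. With the GC trend removed the LAPC4 median was -0.84, so the trend does not account for the fall. Loss of mitochondrial RNA by exactly 1 factor is argued against, since the 13 log2 fold changes (-0.95 to -0.50, SD 0.136) varied more than their standard errors (median 0.0949, heterogeneity p = 0.0109 from a chi-square test that takes genes as independent). The excess is small beside the fall, so a largely shared loss is not excluded.

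Interaction effects were ranked among genes with a mean log2 CPM over 3 across the libraries of both cell lines. By limma, the interaction log2 fold change was lowest for GLYATL2 (-5.94, adjusted p = 1.55e-09) and SDK1 (-5.79, adjusted p = 1.64e-07). It was highest for DDC (9.61, adjusted p = 2.43e-10) and LRRN1 (4.88, adjusted p = 9.66e-12). STEAP4 (-7.37) and OPRK1 (6.57) passed that mean within LNCaP cells but are outside this ranking. DDC (chromosome 7 of GRCh38, 50458436 to 50565405) fell in LNCaP cells from 337 to 21.1 normalized CPM (log2 fold change -3.98) and rose in LAPC4 cells from 1.67 to 78.9 (5.58). GLYATL2 and SDK1 rose in LNCaP cells (2.05 and 5.24) and fell in LAPC4 cells (-3.93 and -0.59), and LRRN1 fell (-4.45) and rose (0.38). Exons of DDC, SDK1 and LRRN1 overlap genes on the other strand over 3.70%, 0.43% and 2.97% of their length, and those of GLYATL2 overlap none.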

How the results depend on the processing

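Of 170 alternative counts of called genes, 122 stayed within 1.5 times the reported count and 48 did not. Of 270 alternatives for gene lists, 247 kept direction and side of the threshold, 8 were weaker and 15 changed direction. All 459 alternatives for the log2 fold changes of single genes kept direction. Fits that leave 1 LAPC4 R1881 library are read for direction only, as 1 library has no spread within its group. The others also kept the side of the threshold. The edgeR and DESeq2 alternatives set beforehand were not run, the list ranking used limma's moderated statistic in place of edgeR's, and genes with a symbol only became genes without clone-based names. LAPC4 R1881 libraries were left out only for log2 fold changes of single genes, since 1 would remain.

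Counts stayed within 1.5 times under TMM factors, no filter, at least 10 counts in every library, all 4 groups in 1 fit, genes without clone-based names, library quality weights and GC removal. The same held with any 1 LNCaP library or LAPC4 vehicle library left out. Opposite calls were then between 732 and 998, and effects differing between cell lines between 4933 and 5668. With counts scaled by transcript length, LAPC4 cells had 1819 up-regulated and 1599 down-regulated genes, 965 and 641 were common and 380 opposite. On log2(TPM + 1), 2283 genes were up-regulated and 4294 down-regulated in LNCaP cells, 1928 up- and 1158 down-regulated in LAPC4 cells, 810 and 604 common and 411 opposite. On log2(TPM + 0.1), the numbers were 2283, 4380, 1927, 1176, 809, 628 and 421. The median standard error was 0.136 with length-scaled counts and 0.138 on log2(TPM + 1) in LAPC4 cells, and 0.131 and 0.128 in LNCaP cells, against 0.0982 and 0.0934 with estimated counts. The cause was not tested. The TPM scale moved the median log2 fold change of LNCaP cells to -0.20 and the share of up-regulated calls to 34.7%, against 50.7% in the reported analysis. In LAPC4 cells it was 62.5% against 51.9%. With library size alone, chosen after the counts were seen, LNCaP cells had 2426 up- and 6460 down-regulated genes (27.3% up, median -0.27), and 1789 were common and down-regulated.

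After the counts were seen, 4 thresholds on the fold change were tried. LNCaP up- and down-regulated genes, LAPC4 up- and down-regulated genes, common up- and down-regulated genes and opposite calls were 1909, 2352, 741, 1241, 342, 429 and 120 for a fold change over 1.5, and 2239, 2631, 1031, 1473, 462, 542 and 183 for a log2 fold change over 0.5. They were 944, 1399, 306, 599, 130, 154 and 27 for a log2 fold change over 1, and 489, 705, 166, 260, 62, 51 and 9 for a log2 fold change over 1.5. Fewer genes pass by construction.

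Glycolysis in LNCaP cells, at a NES of -0.985, rose to 1.16, 1.10 and 1.11 when ranked by limma's statistic, with the replicate block and with the GC trend removed. Camera and fry gave a rise with adjusted p of 0.481 and 0.00129, and of 0.367 and 0.00155 with the GC trend removed. OXPHOS in LNCaP cells changed direction the same way, to 0.967, 0.989 and 0.945, and to a rise with adjusted p of 0.0858 and 0.0393, and of 0.0838 and 0.0409. OXPHOS in LAPC4 cells lost its call, at 1.06, 1.11 and 1.06, with adjusted p of 0.33 and 0.153, and of 0.194 and 0.132. Glycolysis in LAPC4 cells fell to 1.25 with only the members in no other list. The cause was not tested. The mitochondrially encoded list in LNCaP cells lay between -1.25 and 1.06 with 1 library left out, and the value of 1.06 is that without R1881 library 4. Between cell lines, fry gave a lower hypoxia effect in LAPC4 cells (adjusted p = 0.178) where camera gave a higher one, and called fatty acid (adjusted p = 5.44e-05) where camera gave 0.0522.

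A replicate block pairing vehicle 1 to 3 with R1881 4 to 6 gave 4009 and 3904 genes in LNCaP cells and 3056 and 2820 in LAPC4 cells, and changed no call of a list beyond the changes of limma's ranking without it. The deviations of same-placed libraries correlated at 0.0181, -0.0229 and 0.0619 in LNCaP cells and 0.0752 and 0.0678 in LAPC4 cells, so the numbers do not pair the libraries. The median standard error of a log2 fold change, to which depth and the spread between libraries both add, limits how small a change can be called.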

Differences from the paper's values

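The 6 counts of genes differ from the paper's by more than 1.5 times. The paper's counts come from DESeq2, which was not run here, and all alternatives below used limma. The choice of test was therefore not examined as a cause of the gaps. The paper reports 1868 up-regulated genes in LNCaP cells, against 4070 here. Of the 15 alternatives set before the data were examined, log2(TPM + 1) and log2(TPM + 0.1) gave 2283 genes each, within 1.5 times, and 13 did not. The paper reports 2294 down-regulated genes in LNCaP cells, against 3953 here. Length-scaled counts gave 3057, and leaving out R1881 library 5 or 6 gave 3377 and 3171, within 1.5 times, and 12 alternatives did not. The paper reports 716 up-regulated genes in LAPC4 cells, against 3061 here, and none of the 12 alternatives closed the gap. The paper reports 847 down-regulated genes in LAPC4 cells, against 2836 here. Log2(TPM + 1) and log2(TPM + 0.1) gave 1158 and 1176, within 1.5 times, and 10 alternatives did not. The paper reports 321 common up-regulated genes, against 1600 here, and 314 common down-regulated genes, against 1191 here, and none of the 18 alternatives for either closed the gap.

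Settings chosen after these values were seen also came within 1.5 times. Of 4 thresholds on the fold change, a fold change over 1.5 did so for all 6 counts. A log2 fold change over 0.5 did so for both counts in LNCaP cells and the up-regulated genes in LAPC4 cells and in common, a log2 fold change over 1 for 599 down-regulated genes in LAPC4 cells, and one over 1.5 for none. Library size alone gave 2426 up-regulated genes in LNCaP cells. The paper's text states no threshold on the fold change, so none is taken as its method.

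The NES of Fig. 1C and 1D, read by eye, come from other gene sets than the lists used here. The figure states no error, so a gap counts as a difference where it is larger than the range over the reported value and the fits with 1 library left out, a choice made after the values were seen. By this rule 10 of 12 values differ, and by a ratio over 1.5 or another sign, the rule tried first, 3 of 12. In LNCaP cells, androgen response was 3.88 here and about 3.6 in Fig. 1C, read by eye. Only members in no other list, at 3.78, closed the gap. From Fig. 1D, read by eye, cholesterol was 2.84 against about 2.4 in LNCaP cells, and none of the alternatives set before the data were examined closed the gap. Fatty acid was 1.96 against about 1.8, and the fits without vehicle library 1, R1881 library 4 or R1881 library 5 closed the gap. Glycolysis was -0.985 against about 1.9 and OXPHOS -0.529 against about 1.7, and none of the alternatives closed either gap. In LAPC4 cells, cholesterol was 2.55 against about 1.9, OXPHOS 1.64 against about 1.8, fatty acid 2.18 against about 1.7 and hypoxia 2.22 against about 1.3, and none of the alternatives closed these gaps. Glycolysis was 1.95 against about 1.3, and members in no other list, at 1.25, closed the gap.

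The paper shows glycolysis and OXPHOS among the pathways enriched in both cell lines. In LNCaP cells neither was called by GSEA here, nor by camera (adjusted p = 0.481 and 0.0858). With RLE factors, fry called a rise of both (adjusted p = 0.00129 and 0.0393). With the GC trend removed, chosen after the values were seen, fry gave 0.00155 and 0.0409 and camera 0.367 and 0.0838. On log2(TPM + 1), 5 glycolysis genes were up and 10 down, and 5 OXPHOS genes up and 26 down.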

Other observations

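The tests of GC content, of the split of libraries, of depth and of the FPKM values were chosen only after the results they bear on had been seen, as were the sizes at which the tests were read as deciding.

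The log2 fold changes of LAPC4 cells fell with GC content across genes (Spearman's rho -0.476). Among called genes, 90.8% in the lowest quintile of GC content and 11.6% in the highest were up-regulated, and 54.9% and 53.3% after each library's GC trend was removed. The trend removal left 5130 calls in LAPC4 cells, 3831 of them shared with those without it, and reversed 7, which argues against the trend as the whole cause of the calls. Calls in opposite directions came to 722, of which 490 were shared with the 967 without removal, so the trend is argued against as their whole cause, and part of them depends on the step. The correlation of each library with GC content was 0.534, 0.122 and 0.406 with vehicle and -0.305 and -0.529 with R1881. With a spread of 0.412 within the vehicle group, GC bias of the libraries and an effect of R1881 cannot be told apart, since the trend differs with treatment.

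LNCaP vehicle library 1 lay apart from libraries 2 and 3 (squared distance per gene 0.0536 to library 2 and 0.0790 to library 3, against 0.0265 between 2 and 3). After FLG and KRT10 were seen among the genes highest in library 1, a list of 27 keratinocyte markers without those genes was written, and all 27 were higher in library 1 than in libraries 2 and 3 (median CPM 96.8, 7.33 and 0.333; KRT1 766, 45.1 and 2.33; KRT14 660, 32.7 and 1.67). A candidate explanation is RNA of keratinocytes carried into library 1 and, less, library 2, and 2 of the 27 markers also had at least 10 counts in each LNCaP R1881 library. KRT5 (654) and KRT14 were to be as high as the genes that led to the test, and were above KRT10 (466) but below FLG (3501). A partial androgen response of library 1 is argued against, since its difference from library 2 had an r of 0.0409 with the R1881 effect across genes and the androgen response list was not higher (-0.00122). GC content is argued against, since the distance to library 2 was 0.0534 after GC removal, against 0.0264 between 2 and 3. Of the 9 markers tested, 0 were called down-regulated and 2 were when library 1 was left out. Without library 1, 3869 of 4070 up-regulated and 3754 of 3953 down-regulated genes were shared.

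More genes had a count in the LNCaP vehicle libraries (18906, 18301 and 17728) than in the R1881 libraries (16471, 16903 and 17078). Olfactory receptor genes, a gauge of genomic DNA, were at 121.5, 92.2 and 90.3 CPM with vehicle and 66.5, 69.0 and 68.2 with R1881. Without the 6 of these 404 genes with the most counts, they were at 65.6, 47.0 and 43.0, and 38.5, 33.3 and 36.6. In LAPC4 cells, the 404 genes together were lower with vehicle (113 to 126 CPM) than with R1881 (137 and 138), and without the 6 highest there higher (39.7 to 43.4, against 37.2 and 35.03). Retained-intron transcripts took 2.98%, 2.81% and 2.57% with vehicle and 2.60%, 2.46% and 2.50% with R1881. The lowest vehicle share lies below the highest R1881 share, so genomic DNA or unspliced RNA in the vehicle libraries and an effect of R1881 on these genes cannot be told apart. Keratinocyte RNA, the candidate above for vehicle libraries 1 and 2, may also add to their genes with a count, which was not tested. Vehicle library 3, where the median of the keratinocyte markers was 0.333 CPM, still had more genes with a count than any R1881 library.

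In the FPKM values, the ratio to TPM repeated with a period of 12 down the transcripts of the LNCaP table and 10 in the LAPC4 table, among periods 2 to 12. At 6 and 5 consecutive positions of the cycle, the divisors followed the library totals of the table in order to within 0.0048%, where the next best order differed by 16.9% or more. A candidate explanation there is that totals were divided out by row in place of by library. At the other 6 and 5 positions this is argued against, since each divisor lay 1.08% or more from every library total of its table, and their origin stays open.

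Of the 10 splits of the 6 LNCaP libraries and the 10 splits of the 5 LAPC4 libraries, 1 split in each cell line, the real one, gave as many calls, and no share under 0.1 is possible in these designs. The other splits gave 0 calls, with at most 149 genes at an unadjusted p under 0.05 in LNCaP cells and 2539 in LAPC4 cells. Each of them mixes R1881 and vehicle libraries in at least 1 group, so the R1881 effect adds to the spread. Few calls are then built in, and these splits do not gauge how many calls arise without an effect.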
